A study of Mus musculus with 10 samples.

How the data were processed

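Hippocampal RNA of 10 wild-type C57BL/6J male mice was measured by sequencing of total RNA. The libraries were made with a stranded total RNA kit, per the labels' protocols. The authors deposited 1 table of gene-level values for all 10 libraries. Per the submitters' processing notes, FastQC and Salmon were run and the genome build was mm10. Salmon gives estimated counts, so the deposited whole numbers were taken as estimated counts that the authors had rounded, and they were used as they stand. The annotation, the summing of transcripts to genes and any filter on genes are not given in the sources used here. The table holds 27343 genes, and 0 of them were at 0 in every library. The 20 largest values were all multiples of 10, so the largest counts carry a rounding error.

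Gene symbols, positions, exon lengths and GC content were taken from GENCODE M21 on GRCm38, the assembly also named mm10. Of the 27343 Ensembl identifiers, 27053 were found there. The other 290 held 0.107% to 0.12% of a library's counts and were kept under their identifiers. Because 5 identifiers shared a symbol with a more abundant one, they kept their Ensembl name. GC content was known for 15829 of the 15938 tested genes.

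Total counts lay between 24752362 and 41073906 per library. Between 32.2% and 39.7% of them fell on mt-Rnr2, the mitochondrial large ribosomal RNA, and 49.2% to 58.3% on nuclear protein-coding genes. Intervals and floors that rest on counts cover counting error alone.

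The groups were compared in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (filterByExpr, TMM library sizes, design by group, no covariates, two-sided). A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Every fold is Visudyne over vehicle. Values per group are CPM, counts scaled to a common library size, with TMM library sizes, as mean ± SD. The replicate numbers run from 1 to 5 in the Visudyne group and from 6 to 10 in the vehicle group, so nothing pairs the mice. Pairs of libraries of the same group differed by more than sampling noise, with a chi-square per degree of freedom of at least 13.5. So none was the same library entered again. The test cannot tell separate mice from separate preparations of 1 mouse. That all 10 are separate replicates was taken from the labels.

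Before the data were examined, 46 lists with 1006 members were written, of which 893 members were tested. Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with its preset correlation of 0.01 between genes, for lists with at least 5 tested members. Beside it stand camera with an estimated correlation, fry, and an exact two-sided permutation test of each library's list mean over the 252 assignments, whose smallest p is 0.00794. Members called are also counted adjusted over the list alone. The genes named in the text follow a rule fixed at the same time. They are the 10 higher and the 10 lower with the smallest p among called genes with a mean of at least 1 CPM, leaving out predicted models and pseudogenes, up to 4 members with the smallest p in each list described, and a fixed panel of 20 genes. Where the text names any other gene it says so. One gene that the rule picked is not reported here and was not replaced, and it stayed in every fit and list test.

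The 23 alternatives chosen at the same time were other library size factors, other filters on low counts, DESeq2 1.42.0, limma-voom with and without library weights, 1 surrogate variable from sva 3.50.0, removal of the trend with gene length, other list tests and leaving out each library in turn. A further 21 settings were added after the data had been seen, and all of those that were run are given. They remove a per-library loess trend (span 0.3) on GC content, or on GC content and length, through offsets, add each library's GC slope to the model, leave out sets of libraries, leave out mitochondrial genes, or combine these. Upper-quartile factors and total counts had been planned for genes, and were added for lists. Other splits of the libraries into 5 and 5 were refitted for 100 of the 126 possible splits.

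The gene test was checked on simulated counts for the 15938 genes with the real means and library sizes and the dispersions of the fit with the GC trend removed. Of 100 genes changed 1.5-fold, 60 were called, and of 100 changed 2-fold, 89 were called, with 10 of 15738 unchanged genes called. Once the GC trends of the real libraries were added, 480 unchanged genes were called without removal of the trend and 6 with it. In a simulation with 1 list shifted by 0.4 on the log2 scale, camera called that list and no other. This does not carry over to the real libraries, where 64 of 100 splits, the real one included, called at least 7 lists. The estimated correlations of the lists called there ranged from 0.15 to 0.84.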

Results

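Hippocampal gene expression was compared between mice whose meningeal lymphatic vessels had been ablated and controls. Male C57BL/6J mice, 2 months old, received Visudyne into the cisterna magna, or vehicle. Visudyne is verteporfin, a photosensitizer, and red light of 689 nm through the intact skull then converts it. The procedure was done again after 2 weeks. A further 2 weeks later the mice were tested in the Morris water maze, a spatial learning task, and 3 days after it the whole hippocampus was dissected for RNA sequencing. There were 5 Visudyne and 5 vehicle libraries, each from 1 mouse. Total counts were 34548474 to 36956138 in the Visudyne group and 24752362 to 41073906 in the vehicle group. The comparison asks which hippocampal transcripts differ after lymphatic ablation in mice that had performed the maze.

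Transcripts of Plagl1, Dcx, Sox9 and Htr2c were 1.54 to 2.03 times as abundant in the Visudyne hippocampus as in vehicle. Oligodendrocyte transcripts such as Cnp and Mbp were at 0.684 and 0.698 of their vehicle level, and nuclear genes of ribosomes, proteasomes, glycolysis and the respiratory chain were lower as groups by camera with its preset correlation, while mitochondrially encoded messenger RNAs were higher. Each of these list calls is lost, at an adjusted p = 0.88 with an estimated correlation. Of 15938 tested genes, 3261 were called between the groups by the edgeR quasi-likelihood test, 1432 higher and 1829 lower in Visudyne. Most differences were small. The median fold was 1.26 among the genes called higher and 0.7 among those called lower, and 35 genes were higher and 138 lower by at least 2-fold. The count rested on single libraries. It was 27 without Visudyne 3, 10 without vehicle 6, 309 without vehicle 9, 1119 without Visudyne 1, 1127 without Visudyne 4, 1567 without vehicle 7, 1826 without Visudyne 2 and 5047 without Visudyne 5, and the higher genes were 832 without vehicle 8. It was 655 when each library's trend with GC content was removed, 1 with 1 surrogate variable, 2075 without a filter on low counts, and 0 by edgeR when the library's GC slope was a covariate, where 1050 genes had an unadjusted p under 0.05 (6349 without it). DESeq2 called 4244 genes and limma-voom 3421 without that covariate. These GC settings were chosen after seeing the data. With total counts in place of TMM the median log2 fold change of all genes moved from 0.01 to -0.19, and 196 genes were called higher and 3902 lower, or 4.78% higher in place of 43.9%. Besides the 10 higher and 10 lower genes below, 77 genes chosen by the same naming rule were called, of which 0 were called without Visudyne 3, 0 without vehicle 6 and 14 without vehicle 9.

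The gene with the smallest p was Plagl1 (ENSMUSG00000019817, GRCm38 chromosome 10, 13060504 to 13131694), which encodes an imprinted zinc finger transcription factor. It stood at 24.8 ± 4.05 CPM in Visudyne and 12.2 ± 1.61 CPM in vehicle (SD, n = 5 each), a log2 fold change of 1.02 (SE 0.12, adjusted p = 0.011 by edgeR). Dcx (ENSMUSG00000031285, chromosome X, 143855842 to 143933311), which encodes the microtubule-binding protein doublecortin of immature neurons, rose from 17.9 ± 0.963 to 27.6 ± 3.1 CPM (log2 fold change 0.62, SE 0.08). Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760), a transcription factor of astrocytes and progenitors, rose from 12.1 ± 0.585 to 20 ± 2.91 CPM (log2 fold change 0.73, SE 0.096). Htr2c, a serotonin receptor gene with more expression in the ventral than the dorsal hippocampus, rose 1.8-fold, and Rspo3, a secreted activator of Wnt signalling, rose 1.59-fold. Slit2, which encodes an axon guidance protein, rose 1.56-fold. The other 4 of the 10 were Erlec1 at 1.49-fold, Megf11 at 1.44-fold, Socs2 at 1.36-fold and Tdrkh at 1.32-fold. Each of the 10 was above the vehicle mean in all 5 Visudyne libraries, and all 10 were also called with the GC trend removed, although Dcx then had a log2 fold change of 0.38, Erlec1 one of 0.33 (from 0.58) and Tdrkh one of 0.24 (from 0.40). With the GC slope as a covariate 0 of them were called. Each was then still higher, at log2 fold changes from 0.29 for Tdrkh to 1.13 for Plagl1. Without vehicle 6 there were 4 called, and without Visudyne 3 there were 9.

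**Figure D1:**
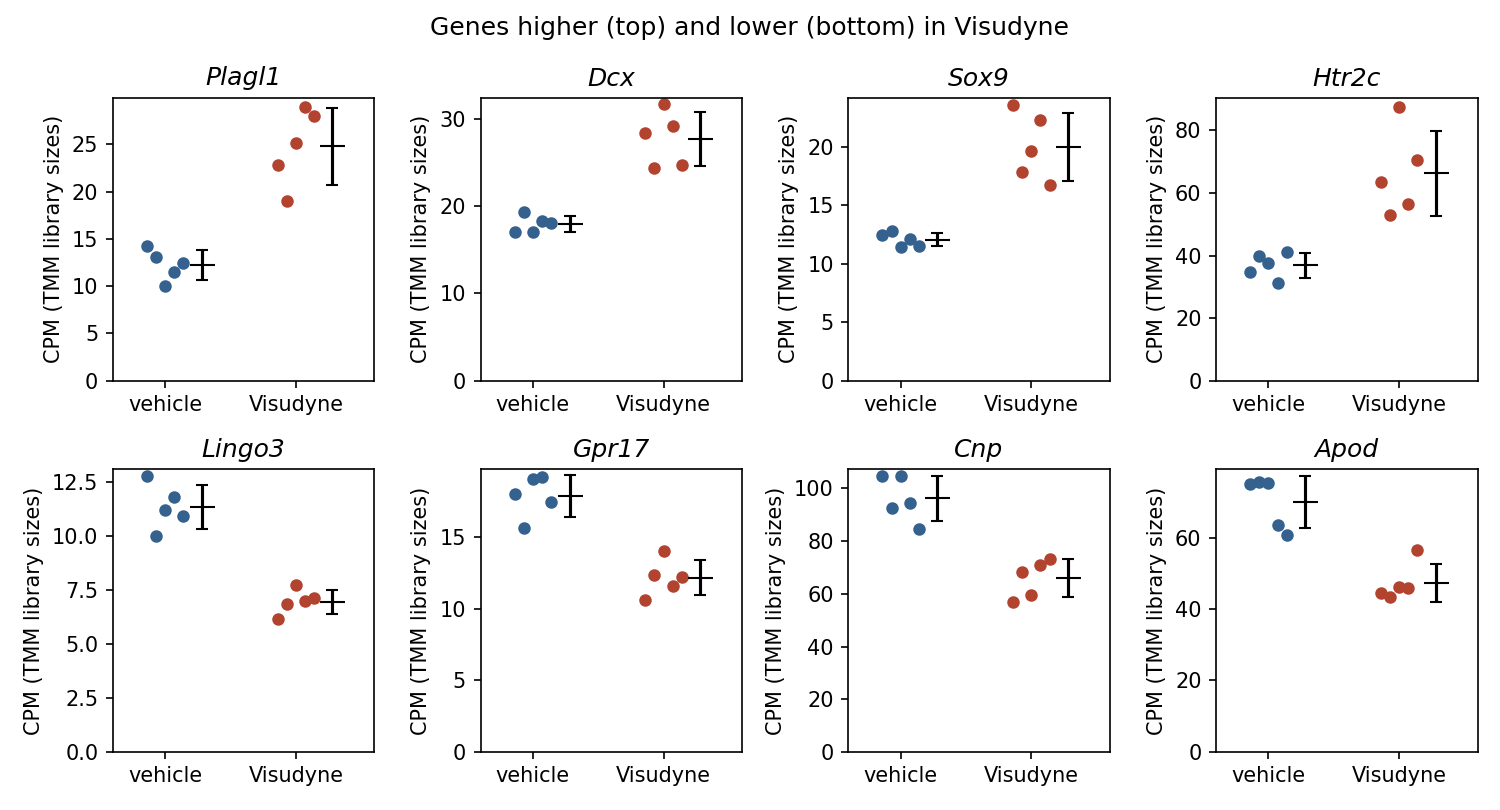
Expression in CPM of 4 genes called higher (top) and 4 called lower (bottom) in Visudyne, with 1 point per library, 5 per group, and the mean with its SD as a black bar. Plagl1 averaged 24.8 CPM in Visudyne and 12.2 CPM in vehicle, and the 2 groups do not overlap in any of the 8 panels.

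Among the genes lower in Visudyne, Lingo3 (ENSMUSG00000051067, chromosome 10, 80832801 to 80844039) fell from 11.3 ± 1.02 to 6.95 ± 0.553 CPM (log2 fold change -0.70, SE 0.088, adjusted p = 0.011 by edgeR, n = 5 each). Cnp (ENSMUSG00000006782, chromosome 11, 100574904 to 100591729), which encodes a myelin enzyme of oligodendrocytes, fell from 96.2 ± 8.64 to 65.9 ± 7.18 CPM (log2 fold change -0.55, SE 0.086). Gpr17, a receptor gene of maturing oligodendrocyte precursors, was at 0.68 of its vehicle level, and Apod, which encodes a lipid carrier, at 0.675, with 56.5 CPM in Visudyne 5 against 46.2 CPM or less in the other Visudyne libraries. Rasd2, which encodes a small GTPase, was at 0.619, S100a16, a calcium-binding protein gene, at 0.63, and Hnrnpul1 at 0.622. Spsb1 was at 0.632, Eepd1 at 0.697 and Carhsp1 at 0.725. Each of the 10 was below the vehicle mean in all 5 Visudyne libraries. Of the 10, 5 were still called with the GC trend removed, not among them Lingo3, whose log2 fold change was then -0.16, and Cnp, at -0.25. With the GC slope as a covariate 0 were called. Each was then still lower, at log2 fold changes from -0.31 for Cnp to -0.73 for Spsb1. Without vehicle 6 there were 3 called, and without Visudyne 3 there were 4.

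Oligodendrocyte and myelin genes were lower as a group by camera with its preset correlation. Of 21 tested members 9 were called lower, 0 higher and 12 were not called, or 11 lower adjusted over the list alone, with a median log2 fold change of -0.29 (camera adjusted p = 0.0013, adjusted p = 0.88 with an estimated correlation). Besides Cnp, Trf, the transferrin gene, fell from 125.2 to 78.1 CPM, Sox10, the lineage transcription factor, from 2.55 to 1.45 CPM and Opalin from 8.72 to 6.2 CPM. With the GC trend removed Trf and Opalin were called, while Sox10 went from a log2 fold change of -0.82 to -0.27 and was not. Mbp, which encodes myelin basic protein, fell from 216.8 ± 29.9 to 151.3 ± 22.2 CPM (n = 5 each). The exact permutation p of the list's mean was 0.00794, the smallest these groups allow, and 0.081 adjusted over the 46 lists. Mbp was not called without Visudyne 3 (adjusted p = 0.064 by edgeR), vehicle 6 (0.071) or vehicle 9 (0.053). The list's median was -0.25 with the GC trend removed and -0.30 with the GC slope as a covariate, and camera called it in both.

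Nuclear genes of protein synthesis, protein breakdown and energy metabolism were lower by camera with its preset correlation, in 5 lists that each had an adjusted p = 0.88 with an estimated correlation. Fry did not call glycolysis. Of 54 cytosolic ribosomal protein genes 28 were called lower and 0 higher (39 lower and 2 higher adjusted over the list alone; median log2 fold change -0.46, camera adjusted p = 1.6e-08), among them Rpl24 at 0.768 and Rps16 at 0.631 of the vehicle level. Of 31 proteasome genes 14 were called lower and 0 higher (17 and 0 over the list alone; median -0.18, adjusted p = 0.0043), with Psma7 at 0.685. Of 16 glycolysis genes 11 were called lower and 0 higher (14 and 0 over the list alone; median -0.47, adjusted p = 4.6e-05), with Ldhb at 0.713 and Tpi1 at 0.669. Of 36 genes of respiratory complex I, 14 were called lower and 5 higher (19 and 5 over the list alone; median -0.30, adjusted p = 0.0073), with Ndufb8 at 0.634. Of 36 genes of complexes II to V, 14 were called lower and 2 higher (19 and 3 over the list alone; median -0.29, adjusted p = 0.0069), with Uqcrh at 0.724. With the GC trend removed camera called all 5 at smaller medians, -0.31 for ribosomal, -0.17 for proteasome, -0.21 for glycolysis, -0.13 for complex I and -0.15 for complexes II to V genes, while Psma7, at -0.13, and Tpi1, at -0.36, were no longer called. With the GC slope as a covariate none of the 5 was called, and the medians of glycolysis and complex I were 0.056 and 0.0093. With 1 surrogate variable the medians also shrank, to -0.14 for ribosomal, -0.091 for glycolysis, -0.096 for complex I and -0.087 for complexes II to V genes. Camera called each of these lists in that setting.

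The mitochondrially encoded messenger RNAs went the other way. Of 13 tested, 11 were called higher and 0 lower (12 and 0 adjusted over the list alone; median log2 fold change 0.43, camera adjusted p = 3.4e-06, adjusted p = 0.88 with an estimated correlation). mt-Atp6 rose from 3823 ± 218.2 to 5386 ± 701.1 CPM and mt-Nd1 from 3272 ± 206.3 to 4390 ± 565.9 CPM. Their share of all counts was 4.23% ± 0.235 in Visudyne and 3.72% ± 0.144 in vehicle (exact permutation p = 0.00794, n = 5 each; 0.029 adjusted over 11 library measures). The share of mt-Rnr2 was 37.2% ± 2.52 in Visudyne and 33.6% ± 1.36 in vehicle (exact permutation p = 0.032, 0.058 adjusted), and that of nuclear protein-coding genes 51.9% ± 2.67 and 56.4% ± 1.48 (exact permutation p = 0.024, 0.052 adjusted). The mitochondrial messenger RNAs are poor in GC, and with that trend removed their median was 0.11, mt-Atp6 and mt-Nd1 were at 0.16 and 0.12 and not called, and camera did not call the list. None of the 7 list calls holds with an estimated correlation, where 0 lists also had an unadjusted p under 0.05, while fry called 9 lists. By the exact permutation test of list means 0 of the 46 lists were called, at a smallest adjusted p of 0.081, while 15 had an unadjusted p under 0.05, and 18 were called without Visudyne 5. Even lists at the smallest p these groups allow, 0.00794, had that adjusted p. The 0 calls therefore do not count against a list at this smallest p.

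**Figure D2:**
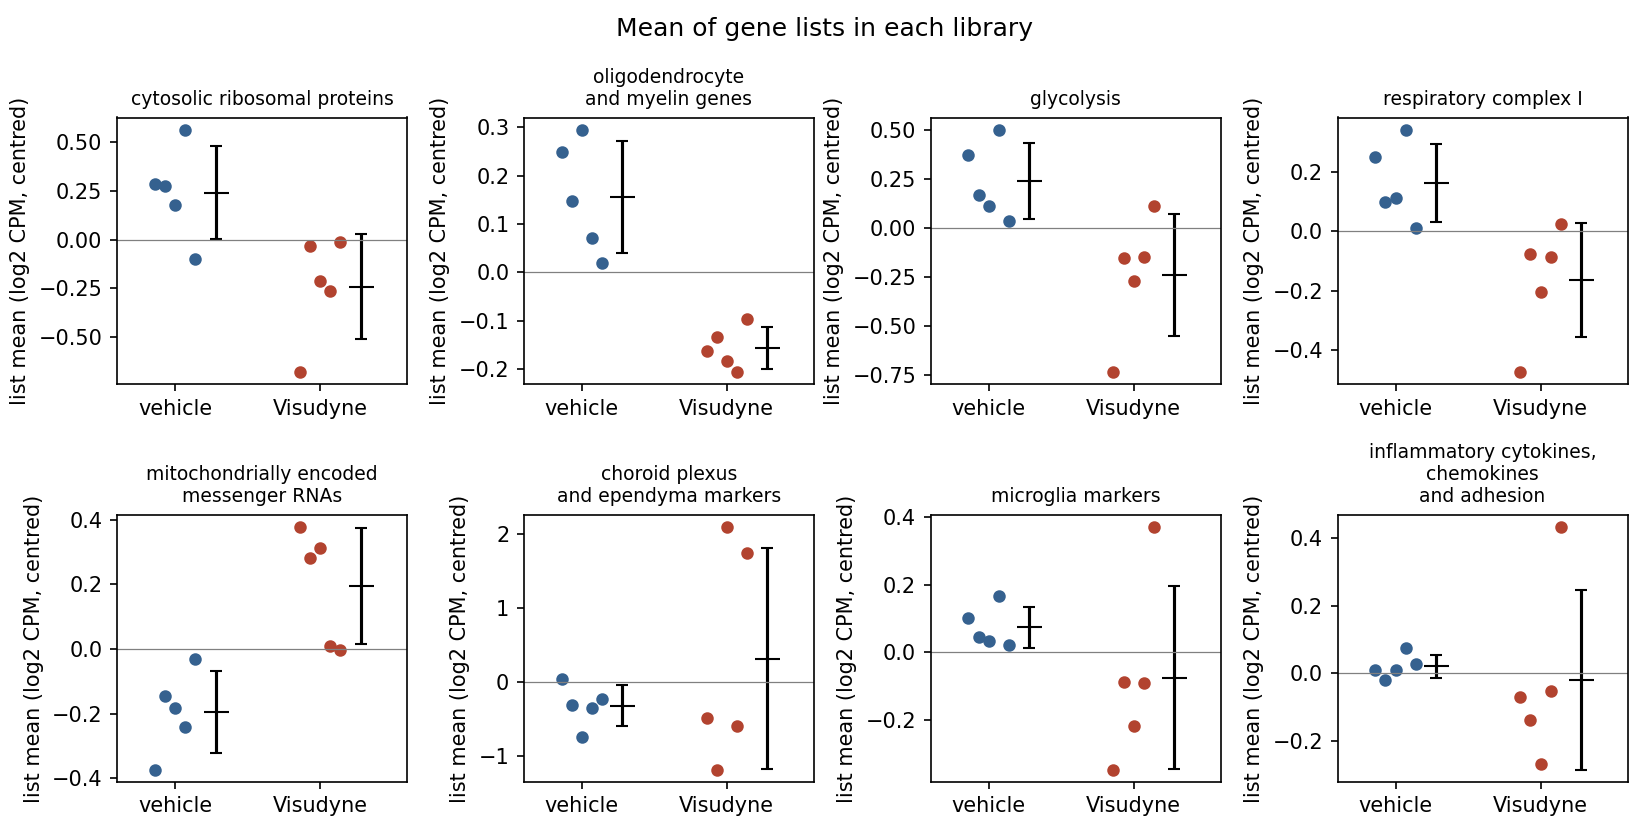
Mean over the members of 8 gene lists in each library, in log2 CPM centred on the mean of the 10 libraries, with 1 point per library and the group mean with its SD as a black bar. The oligodendrocyte and mitochondrial lists separate the groups, while the choroid plexus list is high in 2 Visudyne libraries.

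Neuronal and synaptic genes changed in both directions, and camera called none of their lists. Fry called the GABA receptor list higher (adjusted p = 0.048), where camera with an estimated correlation gave an adjusted p = 0.88. The median log2 fold change of that list went from 0.16 to 0.034 with the GC trend removed. Of 40 glutamate receptor and excitatory postsynapse genes 6 were called higher and 9 lower (9 and 11 adjusted over the list alone; camera adjusted p = 0.78). Dlg2 was at 1.19 and Camk2b at 0.716 of the vehicle level. Of 32 presynaptic genes 3 were called higher and 6 lower (7 and 15 over the list alone; adjusted p = 0.27), and Slc17a7, the vesicular glutamate transporter, was at 0.477. Of 18 GABA receptor and inhibitory postsynapse genes 4 were called higher and 1 lower (4 and 1 over the list alone; adjusted p = 0.15), with Gabrb1 at 1.4 and Gabrd at 0.489. Of 14 genes of immature neurons and progenitors 3 were called higher and 1 lower (3 and 1 over the list alone; adjusted p = 0.81, where the median log2 fold change of -0.028 and the mean of 0.018 differ in sign): Dcx, Sox11 at 1.36 and Neurod1 at 1.4 rose, and Draxin, at 0.373 CPM in vehicle, was at 0.502. Of 28 learning and memory kinases and transcription factors 4 were called higher and 7 lower (7 and 9 over the list alone; adjusted p = 0.81), with Camkk2 at 0.85 and Nrgn at 0.744. Removal of the GC trend took the log2 fold change of Camkk2 from -0.23 to -0.014 and that of Nrgn from -0.43 to 0.031. It left Neurod1 at 0.31, Dlg2 at 0.11 and Draxin at -0.72, none of them called. It left Slc17a7 called at -0.69 and Camk2b not called at -0.23, and with the GC slope as a covariate the last 2 were at -0.047 and -0.081 and neither was called.

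Activity-regulated immediate early genes, which respond to neuronal firing, showed no shared direction 3 days after the maze. Of 26 tested, 2 were called higher and 2 lower, over all genes and adjusted over the list alone (camera adjusted p = 0.88, direction up, with a median log2 fold change of 0.019 and a mean of -0.04): Jun at 1.2 and Nr4a3 at 1.28 were higher, and Egr3 at 0.386 and Nptx2 at 0.767 were lower. None but Jun was called with the GC trend removed, and the log2 fold change of Jun went from 0.27 to 0.61. Nptx2 was then at 0.078, while Egr3 went from -1.37 to -1.24 and Nr4a3 stayed at 0.35 and 0.36. The list's median was 0.15 with the GC trend removed, and camera did not call it (adjusted p = 0.19). Fos had a log2 fold change of 0.51 (SE 0.21, adjusted p = 0.087 by edgeR), Arc one of -0.32 (SE 0.18), Npas4 one of -0.35 (SE 0.33) and Bdnf one of 0.14 (SE 0.12), and none of the 4 was called. Without Visudyne 5 Fos was called at 0.65 (adjusted p = 0.016 by edgeR) and Bdnf at 0.24 (0.04).

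Microglial and inflammatory genes were not called as groups, and Visudyne 5 stood apart in both. The centred mean of the microglia list was 0.37 in Visudyne 5, -0.35 to -0.086 in the other Visudyne libraries and 0.023 to 0.17 in vehicle, and that of the inflammatory list 0.43, -0.27 to -0.053 and -0.021 to 0.073. Without Visudyne 5 the medians went from -0.057 to -0.16 and from 0.033 to -0.13, and camera called neither. Apart from Visudyne 5, the centred means of the groups did not overlap in either list. With the GC trend removed this held for the microglia list only. In the inflammatory list Visudyne 1 and 4 were then at 0.046 and -0.035, against -0.044 to 0.026 in vehicle. Of 20 microglia markers 1 was called higher and 1, Tmem119, lower, and 1 member was called lower and 0 higher adjusted over the list alone (camera adjusted p = 0.81). Aif1 was at 2.08 ± 0.309 CPM in Visudyne and 2.19 ± 0.162 CPM in vehicle, and Trem2 at 2.18 ± 0.666 and 2.37 ± 0.688 CPM (n = 5 each). Of 10 cytokine, chemokine and adhesion genes Stat3 was called lower and none higher (1 and 0 over the list alone; adjusted p = 1.0, and the median log2 fold change of 0.033 was -0.17 with total counts alone), and of 21 type I interferon response genes Ifitm3 was called lower and none higher (1 and 0 over the list alone; adjusted p = 0.78). Ptprc, which encodes the leukocyte antigen CD45, rose from 4.38 ± 0.146 to 5.99 ± 1.4 CPM, with 8.45 CPM in Visudyne 5, and was called in 1 of the 10 fits without 1 library (adjusted p = 0.035 to 0.092 by edgeR). Removal of the GC trend took its log2 fold change from 0.45 to 0.21, and it was not called. It took Tmem119 from -0.55 to -0.094 and Stat3 from -0.29 to -0.10, neither of them called any more. Of 18 astrocyte markers 1 was called higher, Sox9, and 4 lower (2 and 5 over the list alone; adjusted p = 0.48), with Mlc1 at 0.711. Of 25 reactive astrocyte genes 1 was called higher and 2 lower (1 and 1 over the list alone, adjusted p = 0.78), with Serping1 at 0.538. With the GC trend removed Serping1 was not called (adjusted p = 0.052 by edgeR), at a log2 fold change of -0.71 (from -0.89). Gfap had a log2 fold change of -0.24 (SE 0.15), with 118.2 CPM in Visudyne 5 against 73.7 CPM or less in the other Visudyne libraries, and Aqp4, the astrocytic water channel, one of 0.2 (SE 0.098), and neither was called. Both were called without Visudyne 5, Gfap at -0.45 (adjusted p = 0.0091 by edgeR) and Aqp4 at 0.26 (0.033), and with total counts alone Aqp4 was at -0.019.

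Of the lymphatic endothelial markers 9 were tested, and 1 was called higher and 1 lower (2 and 1 adjusted over the list alone; camera adjusted p = 0.52). Lyve1, a hyaluronan receptor of lymphatic vessels and of perivascular macrophages, was at 0.426 ± 0.119 CPM in Visudyne and 0.741 ± 0.103 CPM in vehicle (log2 fold change -0.79, SE 0.23, adjusted p = 0.037 by edgeR, n = 5 each), and it was called in 2 of the 10 fits without 1 library (adjusted p = 0.041 to 0.08). Vegfd, a lymphatic growth factor gene, rose from 0.626 ± 0.172 to 1.53 ± 0.337 CPM and was called in 8 of these fits. Both were called with the GC trend removed, at log2 fold changes of -0.88 and 1.22. Prox1, which is also abundant in dentate granule cells, Pdpn and Flt4 had log2 fold changes of -0.011, -0.0044 and 0.0033 and were not called. With the GC trend removed these 3 genes were at -0.13, 0.012 and 0.37. With the GC slope as a covariate they were at -0.48, -0.17 and 0.25, and none was called in either setting. Of 25 genes linked to Alzheimer disease 3 were called higher and 5 lower (3 and 6 over the list alone; adjusted p = 0.39). Apoe fell from 92.1 ± 24.1 to 55.7 ± 17.2 CPM and Mapt from 141.3 ± 9.56 to 116.8 ± 13.4 CPM, while Adam10 was at 1.35 of its vehicle level. Its log2 fold change of 0.43 was 0.22 with the GC trend removed and 0.13 with the GC slope as a covariate, and it was called in neither. The log2 fold changes of Apoe and Mapt were 0.18 and 0.022 with the GC slope as a covariate, and neither was called, nor with the GC trend removed, at -0.25 and -0.09. Apoe was called in 3 and Mapt in 2 of the 10 fits without 1 library. App had a log2 fold change of 0.45 (SE 0.18) and was not called, with 873.6 CPM in Visudyne 5 and 412.4 to 475.2 CPM in the other Visudyne libraries, and without Visudyne 5 it was called at 0.18 (adjusted p = 0.046 by edgeR). Of 23 oxidative stress and NRF2 target genes 2 were called higher and 9 lower (3 and 9 over the list alone; adjusted p = 0.096), with Sod1 at 0.75, and Hmox1 was not called (log2 fold change -0.63, SE 0.28), while without Visudyne 5 it was, at -0.91 (adjusted p = 0.023 by edgeR). Camera called this list with the GC trend removed, without Visudyne 3 (adjusted p = 0.047) and without vehicle 9 (0.046). With all libraries it had an adjusted p = 0.88 with an estimated correlation.

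Choroid plexus transcripts were high in 2 of the 5 Visudyne libraries. Ttr, the transthyretin gene, was at 304.2 CPM in Visudyne 3 and 229.5 CPM in Visudyne 5, and between 1.15 and 8.03 CPM in the other 8 libraries. Of 16 tested members 4 were called higher and 0 lower (11 and 0 adjusted over the list alone; median log2 fold change 1.49, camera adjusted p = 0.44). The 4 were Prlr, F5, Ttr and Cldn2, each called in 3 to 5 of the 10 fits without 1 library, and none was called with the GC trend removed (adjusted p = 0.079 to 0.096 by edgeR, at log2 fold changes of 1.34 to 4.39). Camera called the list higher with the GC slope as a covariate (adjusted p = 0.0099). With no covariate and an estimated correlation it had an adjusted p = 0.92. Without Visudyne 3 and 5, a setting chosen after seeing the data, the list's median was -0.26, and the log2 fold changes of Ttr, Cldn2 and F5 were -1.65, -0.077 and -0.041, so these 3 rises rest on the 2 libraries. Prlr was then at 0.51, down from 1.61, and was not called. Each of the 5 Visudyne libraries was above its vehicle mean of 8.17 CPM, but Visudyne 4 barely so, at 8.19 CPM. That lies within the vehicle range of 6.68 to 9.06 CPM, while Visudyne 1 and 2 were at 16.8 and 9.8 CPM.

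The libraries also differed in how expression followed the GC content of genes. The slope of a library's deviation from the gene mean averaged -0.19 ± 0.19 log2 units per 10 points of GC content in Visudyne and 0.19 ± 0.15 in vehicle (exact permutation p = 0.0159, n = 5 each; 0.044 adjusted over 11 library measures). It ranged from -0.51 in Visudyne 1 to 0.0105 in Visudyne 5 and from -0.017 in vehicle 10 to 0.39 in vehicle 9, so the groups overlapped. Across genes, the log2 fold change between the groups correlated with GC content at r = -0.59, where genes are not independent replicates. Of 1226 genes below 40% GC, 390 were called higher and 7 lower, and of 2381 genes from 55% to 60% GC, 15 were called higher and 713 lower. With the trend removed the 2 classes had 10 and 60 genes called higher and 25 and 40 called lower. The first principal component of 7578 abundant genes held 62.5% of the variance and 43.2% with the trend removed.

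**Figure D3:**
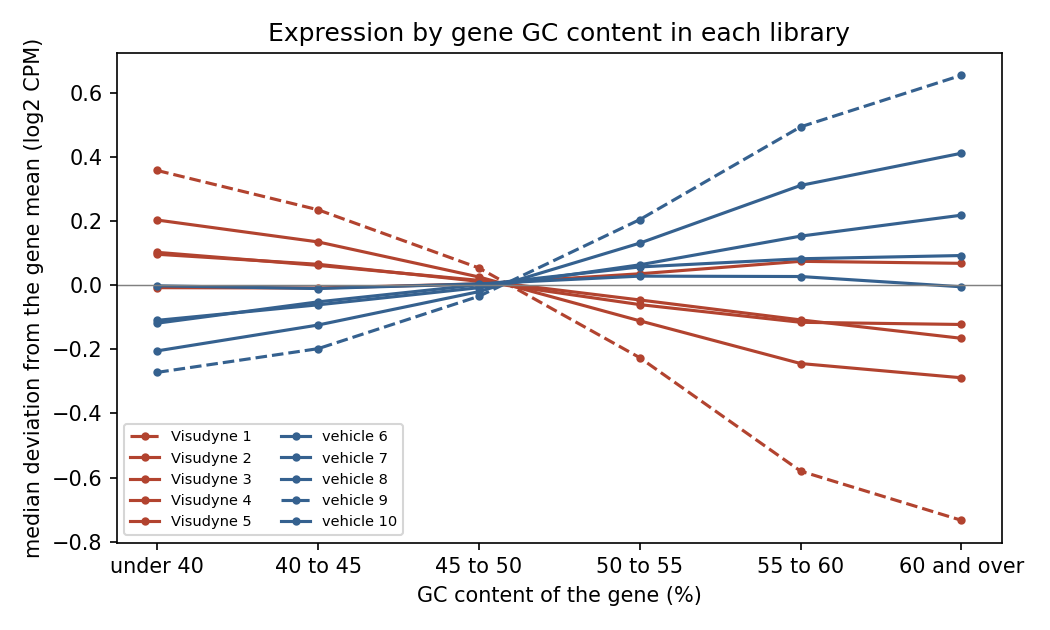
Median deviation of genes from their mean over the 10 libraries, in log2 CPM, by GC content of the gene in percent, with 1 line per library (Visudyne red, vehicle blue, Visudyne 1 and vehicle 9 dashed). Visudyne 1 and vehicle 9 lie at the 2 ends, with slopes of -0.51 and 0.39, and Visudyne 5 and vehicle 10 lie close together in the middle.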

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

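The tests of the GC gradient, of the wider gradient and of the choroid plexus transcripts were chosen only after the results were seen, while the counts of other splits were fixed before they were run. The gap of the most extreme library to the nearest other, set against the range of its group of 5, was examined in 304 groups of values, and 14 exceeded Dixon's critical value of 0.71. Chance flags about 5% of groups, so the pooled number is no more than that rate gives. Genes named for their small p are among the groups, and for these the rate may differ. The pooled number also does not show whether 1 library is set apart more often than the rest.

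In 5 of the flagged groups the library apart was Visudyne 5, in each case the highest. App was at 873.6 CPM there and at 412.4 to 475.2 CPM in the other Visudyne libraries, Gfap at 118.2 CPM against 63.4 to 73.7, Ptprc at 8.45 CPM against 4.93 to 5.7, Trem2 at 3.34 CPM against 1.63 to 2.01 and Apod at 56.5 CPM against 43.4 to 46.2. Visudyne 1 was lowest for Uqcrh at 40.97 CPM and S100a16 at 5.84 CPM and highest for Gpr34 at 32.2 CPM. Vehicle 9 was lowest for Gpr34 at 14.8 CPM and highest for Trem2 at 3.59 CPM. Vehicle 7 was highest for Serping1 at 2.97 CPM, and vehicle 8 for B3gnt5 at 1.7 CPM and Trim30a at 3.78 CPM. The predicted gene Gm10800, named here after its values were seen, took 1.33% of the counts of vehicle 10 and 0.046% to 0.211% of those of the other vehicle libraries.

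The 3261 genes called between the groups were set against other splits of the 10 libraries. Of 100 splits, the real one included, 1 gave as many, and the highest of the others gave 3174. A count this high was rare among the splits, but it does not set the real labels apart from that other split. That other split exchanged Visudyne 5 and vehicle 10, the 2 libraries in the middle of the GC gradient, and 92 of the others called 0 genes, so the count points to a structure of the libraries. The real split called 655 genes with the GC trend removed, 1 of the 100 splits gave as many and the highest other gave 6. For the lists 64 of 100 splits called at least the 7 lists of the real split and the highest other called 19, so chance is not excluded for the number of lists that camera calls.

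A GC content gradient between libraries accounts for part of these calls. With the trend removed the median log2 fold change of the 3261 genes was 0.20 (median SE 0.078), from 0.42 (median SE 0.11). It was signed by the direction of the call, and 47.8% of it was left, with at least 44.3% in each fit without 1 library. These genes were picked and signed by their call in the same data, which keeps part of the share by selection. The share therefore cannot decide whether GC content is the whole cause. The 655 genes called with the trend removed, against at most 6 in the other splits, argue against GC content as the whole cause. This count was 0 without Visudyne 3 or without vehicle 6. A wider gradient that also parts mice of 1 group may underlie some of the rest, but the test leaves this open. Its median Pearson correlations missed the bound of -0.2, set when 3 of the 20 pairs had been seen, by less than their SD. The rule that a miss within the SD leaves the question open was added after these medians had been seen. By the bound alone they counted against such a gradient. The median rank correlations, -0.209 in vehicle and -0.302 in Visudyne pairs, met the bound. After removal of the GC trend, the difference between 2 libraries of a group, higher less lower GC slope, correlated across genes with the group difference in the libraries outside the pair at a median r of -0.199 (SD 0.117) over 10 vehicle pairs and -0.188 (SD 0.118) over 10 Visudyne pairs; r was below 0 in each pair, and the rank correlation in all but 1, vehicle 7 minus vehicle 8 at 0.0459. Whether Visudyne, RNA quality or library preparation lies behind the differences stays open, since the slope and the groups nearly coincide and these were not tested; for the dissection the choroid plexus, ventral, thalamus, striatum and neocortex genes were.

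The choroid plexus transcripts of Visudyne 3 and Visudyne 5 may come from choroid plexus tissue taken along in the dissection, which cannot be told apart from an effect of Visudyne in these 2 mice alone, since either would give the values found. Of 14 list members with at least 1 CPM in any library, 12, or 85.7%, had these 2 libraries as their highest. The most abundant were Enpp2, at 1054 and 627.6 CPM against 160.7 to 217.4 CPM elsewhere, and Ttr, while the ependymal members Ccdc153 and Tmem212 were not highest there; 6 of the 14 averaged at least 1 CPM in the other 8 libraries and 0 are in another list (Enpp2, Ccdc153 and Tmem212 are named after their values were seen). A rise in all treated mice is argued against by the median log2 fold change of the 14 members without the 2 libraries, -0.20, which stayed between -0.66 and -0.027 when 1 more library was left out.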

How the results depend on the processing

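All settings that involve GC content, sets of libraries or mitochondrial genes were chosen after seeing the data, as were upper-quartile factors and total counts for lists and the exact test of list means without a filter; the others were not. The count of 3261 genes stayed within 1.5 times under RLE factors (3174), upper-quartile factors (3344), total counts (4098), the stricter filter (3711), DESeq2 (4244), limma-voom (3421), voom with library weights (4233), removal of the length trend (3042), without Visudyne 3 and 5 (3003) and without mitochondrial genes (3243). With 1 library left out it ranged from 10 without vehicle 6 to 5047 without Visudyne 5, with 5 to 2174 genes higher and 5 to 2873 lower, and was 27 without Visudyne 3, 309 without vehicle 9, 1119 without Visudyne 1, 1127 without Visudyne 4, 1567 without vehicle 7 and 1826 without Visudyne 2. It ranged from 0 without Visudyne 3 or vehicle 6, by edgeR, to 1840 without Visudyne 5 when the GC trend was removed as well (21.1% and 20.1% of genes at an unadjusted p under 0.05 in the fits with 0). Without vehicle 6 or Visudyne 3, 31.9% and 33% of genes still had an unadjusted p under 0.05, so the adjusted p of many genes lay close to the threshold. Depth limits the genes under about 1 CPM, such as Lyve1, Draxin, Egr3 and Hba-a1. The simulated data gave calls for 60 of 100 genes at 1.5-fold. This rate was not split by expression level, so it does not measure the limit for such genes.

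Without a filter on low counts 2075 genes were called, 818 higher, with 27343 genes tested in place of 15938. With 1 surrogate variable 1 gene was called higher and 0 lower by edgeR (2295 at an unadjusted p under 0.05), and 12 lists were called, 3 of them higher. With total counts alone 196 genes were called higher and 3902 lower, camera called 2 lists higher and the exact test of list means called 16 lists. With the GC trend removed 655 genes were called, 316 higher and 339 lower, of which 481 were shared with the 3261 in the same direction. With the GC and length trend removed 702 were called, 335 higher and 367 lower, and in both settings 0 lists were called higher. With the GC slope as a covariate 0 genes were called by edgeR, 0 higher and 0 lower (1050 at an unadjusted p under 0.05), and 7 lists, 3 higher, of which the oligodendrocyte and the mitochondrial list are among the 7 called without it. With the GC trend removed and the slope as a covariate 0 genes were called by edgeR (1044 at an unadjusted p under 0.05), and 2 lists higher and 3 lower. Since the slope and the groups nearly coincide, this covariate takes up much of the difference between the groups. Without Visudyne 3 and 5 and with the GC trend removed 353 genes were called, 200 higher and 153 lower. Without Visudyne 1 and vehicle 9 there were 100, 58 higher and 42 lower, and with the GC trend removed 19, 11 higher and 8 lower. Without Visudyne 1, 3 and 5 there were 3, 1 higher and 2 lower, and with the GC trend removed 14, 7 higher and 7 lower; in both, 15 lists were called, 2 higher and 13 lower, with 2 Visudyne libraries left. With an estimated correlation camera called 0 lists, 0 higher and 0 lower (0 at an unadjusted p under 0.05), while fry called 9, 2 of them higher. Without mitochondrial genes 0 lists were called higher, since the list that was higher is then not tested. The number of lists called higher was 1 in each fit without 1 library, and 0 or 1 when the GC trend was removed as well. By the exact test 18 lists were called without Visudyne 5 and 0 without any other single library. Except where stated, the cause was not tested.

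Values below are log2 fold changes, Visudyne over vehicle, that changed sign, and for these too the cause was not tested. With the GC trend removed Ndufb9 was at 0.012, Rpl38 at 0.076, Cnih2 at 0.17, Nptx2 at 0.078, Nrgn at 0.031, Gfap at 0.075, Aqp4 at -0.031, Aif1 at 0.055, Bdnf at -0.099, Arc at 0.12 and Pdpn at 0.012. With the GC and length trend removed mt-Nd3 was at -0.051, Rpl38 at 0.0083, Cnih2 at 0.13, Nptx2 at 0.086, Gpr34 at -0.0050, Cd2ap at -0.036, Nrgn at 0.0022, Gfap at 0.071, Aqp4 at -0.020, Aif1 at 0.073, Trem2 at 0.0031, Bdnf at -0.088, Arc at 0.13 and Pdpn at 0.033. With the GC slope as a covariate Pfkl was at 0.046, Pfkm at 0.0099, Tpi1 at 0.066, Gpx4 at 0.018, Gpr34 at -0.041, Srgn at -0.049, Stat2 at 0.14, Bin1 at 0.058, Clu at 0.036, Gfap at 0.16, Aqp4 at -0.14, Aif1 at 0.084, Trem2 at 0.45, Apoe at 0.18, Mapt at 0.022, Bdnf at -0.22, Arc at 0.16 and Hmox1 at 0.089. Without Visudyne 3 and 5 F5 was at -0.041, Ttr at -1.65, Cldn2 at -0.077, Prox1 at 0.24 and Flt4 at -0.13. Without Visudyne 1, 3 and 5 F5 was at -0.69, Ttr at -1.85, Cldn2 at -0.013, Npas4 at 0.11, Prox1 at 0.11 and Flt4 at -0.10. With total counts alone Itga9 was at -0.049, Aqp4 at -0.019, Bdnf at -0.078 and Flt4 at -0.18. With 1 surrogate variable Stat2 was at 0.016, Gfap at 0.043, Aqp4 at -0.053, Aif1 at 0.016, Trem2 at 0.33 and Bdnf at -0.14. With the length trend removed Aif1 was at 0.0094, Pdpn at 0.088 and Flt4 at -0.016. Pdpn was at 0.0016 with RLE factors and 0.0035 with limma-voom. Flt4 was at -0.017 with limma-voom, -0.056 with library weights, -0.00066 with upper-quartile factors, -0.0070 without a filter and -0.0032 without mitochondrial genes. Npas4 was at 0.014 with library weights, and Trem2 at 0.12 without Visudyne 1 and vehicle 9. With 1 library left out Trem2 ranged from -0.33 to 0.076, Prox1 from -0.16 to 0.12, Pdpn from -0.055 to 0.062 and Flt4 from -0.18 to 0.11.

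Some medians of the lists described under Results also changed sign. With the GC slope as a covariate that of complex I was 0.0093, glycolysis 0.056, oxidative stress 0.018, excitatory postsynapse 0.048, presynaptic release 0.056, immediate early genes -0.018, microglia 0.16, interferon response 0.087 and Alzheimer disease-linked genes 0.058. Without Visudyne 3 and 5 that of the choroid plexus was -0.26, immediate early genes -0.013, inflammatory genes -0.0078, immature neurons 0.032 and learning and memory 0.014. Without Visudyne 1, 3 and 5 that of the choroid plexus was -0.65, interferon response 0.0014, inflammatory genes -0.13 and learning and memory 0.011. With total counts alone that of GABA receptors was -0.040, immediate early genes -0.19, lymphatic markers -0.049 and inflammatory genes -0.17. With 1 surrogate variable that of excitatory postsynapse was 0.027, immediate early genes -0.041, microglia 0.061, reactive astrocytes 0.030 and Alzheimer disease-linked genes 0.010. With the GC trend removed that of excitatory postsynapse was 0.059, presynaptic release 0.021, microglia 0.038, immature neurons 0.19 and learning and memory 0.039, and with length removed as well they were 0.059 for excitatory postsynapse, 0.0043 for microglia, 0.19 for immature neurons and 0.036 for learning and memory. Without Visudyne 1 and vehicle 9 that of excitatory postsynapse was 0.0012 and immediate early genes -0.030. With the length trend removed that of microglia was 0.0034 and immature neurons 0.032. That of inflammatory genes was -0.092 with the stricter filter and -0.049 with library weights, and that of learning and memory 0.00049 with RLE factors. With 1 library left out the median of immediate early genes ranged from -0.045 to 0.072, of reactive astrocytes from -0.11 to 0.010, of interferon response from -0.17 to 0.059, of inflammatory genes from -0.13 to 0.086 and of learning and memory from -0.029 to 0.012.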

Other observations

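The test of ventral and dorsal hippocampus genes was chosen only after the highest-ranked genes had been seen. Camera called none of the gene groups described here with all libraries and no covariate. With the GC slope as a covariate it called the dentate granule cell markers lower, at a median log2 fold change of -0.40 against -0.024 without it, and the meningeal fibroblast and thalamus markers lower, at -0.32 and -0.082. Each of the 3 lists had an adjusted p = 0.92 with an estimated correlation and no covariate. The centred dentate mean was -0.60 in Visudyne 5 and -0.29 in Visudyne 3, against -0.011 to 0.21 in the other 8 libraries. Camera with the covariate also called cholesterol synthesis genes higher (adjusted p = 0.00017), at a median of 0.26 against 0.091 without it. Their camera adjusted p was 0.96 with an estimated correlation and no covariate. Of 10 markers of CA1 pyramidal neurons 3 were called higher and 2 lower (3 and 2 adjusted over the list alone), of 13 markers of CA3 and CA2 neurons 2 and 2 (2 and 2), of 13 markers of dentate granule cells 1 and 2 (2 and 4), and of 19 interneuron markers 3 and 3 (3 and 3). Of 12 mural cell markers 1 was called higher and 5 lower (1 and 6 adjusted over the list alone). Their median log2 fold change was -0.36 (camera adjusted p = 0.099, fry adjusted p = 0.048). With an estimated correlation the camera adjusted p was 0.88, and with the GC trend removed the median was -0.12. Of 20 glucocorticoid response genes 2 were called lower and 0 higher (1 and 0; median -0.20, adjusted p = 0.06). Their median was -0.078 with the GC trend removed and 0.12 with the GC slope as a covariate. Of 20 endothelial and blood-brain barrier markers 1 was called higher and 0 lower (1 and 0; adjusted p = 0.51), and of 20 meningeal and perivascular fibroblast markers 1 was called higher and 3 lower (1 and 3; adjusted p = 0.23). Of 14 complement genes 1 was called lower and 0 higher (1 and 0; adjusted p = 0.44). Their centred mean was 0.40 in Visudyne 5, -0.36 to -0.16 in the other Visudyne libraries and -0.025 to 0.26 in vehicle. Their median log2 fold change was -0.22, and 0.15 with the GC slope as a covariate. Of 10 markers of T cells, B cells and infiltrating myeloid cells 1 was called higher, Ptprc, and 0 lower (0 and 0; adjusted p = 0.78), and of 5 blood cell genes 0 were called (0 over the list alone; adjusted p = 0.78). Of markers of tissue next to the hippocampus, 14 of thalamus had 0 called higher and 1 lower (0 and 1; adjusted p = 0.54) and 15 of neocortex and subiculum 1 and 2 (2 and 4; adjusted p = 0.81). Of 10 striatum markers 0 were called, over all genes and adjusted over the list alone (camera adjusted p = 0.52). Hba-a1 had 0 to 7 counts per library and was not tested, so its level was not measurable at this depth. Of the 19 panel genes tested 6 were called.

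Plagl1 and Htr2c, 2 of the highest-ranked rises, are genes of the ventral hippocampus, and a candidate explanation is that the Visudyne dissections held more ventral tissue. Htr2c was highest in Visudyne 3 and 5, at 87.55 and 70.66 CPM. It was at 53.06 to 63.67 CPM in the other Visudyne libraries and 31.11 to 41.04 CPM in vehicle. It was still called without Visudyne 3 and 5, and whether choroid plexus tissue added to its level was not tested. A list of ventral and dorsal genes was written after Plagl1 and Htr2c. The test set the 9 ventral members whose values had not been looked at against 10 dorsal members. Nts and Zbtb20 are named below because they are on that list. The ventral less the dorsal mean was higher in Visudyne by 0.50 on the log2 scale (0.25 ± 0.22 against -0.25 ± 0.16, exact permutation p = 0.00794, n = 5 each), and by 0.38 with the GC trend removed (exact permutation p = 0.0159). It was largest in Visudyne 3 and 5, the libraries with choroid plexus transcripts, at 0.45 and 0.49. Visudyne 4 was at 0.22, and Visudyne 1 and 2 were at 0.089 and 0.0036. With the GC trend removed Visudyne 4 was at 0.18, above each vehicle library. Visudyne 1 and 2 were then at -0.087 and -0.032, next to vehicle 10 at -0.08. Against the rest, 3 of the 9 ventral members were lower, such as Nts at -0.36, and 3 of the 10 dorsal members higher, such as Zbtb20 at 0.32; 9 of the members are also in the lists fixed at the start, whose list tests had been seen, and a change in the treated tissue itself with an equal dissection stays open and was not tested.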
